A study of Geobacter sulfurreducens PCA with 4 samples.

How the data were processed

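RNA of *Geobacter sulfurreducens* PCA, an anaerobic bacterium that passes electrons from acetate to soluble or extracellular acceptors, was sequenced in 4 libraries. Per the labels, 2 libraries came from cells in NBAF, a medium with acetate as electron donor and fumarate as acceptor, and 2 from cells reducing palladium, Pd(II), with acetate as donor. Growth was at 30 °C without oxygen, and the cultures used for Pd(II) were in late logarithmic phase, per the labels' protocols; the growth stage of the NBAF cultures was not given in the sources used here. Per the labels' protocols, DNA was removed with DNase I, ribosomal RNA was depleted with a 5′-phosphate-dependent exonuclease, the remaining RNA was fragmented and copied from random hexamers, and the PCR-amplified libraries were run on an Illumina Genome Analyzer IIx. The aligner, the counting program, its use of strand and the genome build were not given in the sources used here.

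The authors deposited 1 table with 3372 genes. It holds raw read counts per gene and library, per the file headers. It also holds normalized counts, used here as a signal without fixed unit, which the authors made by dividing each library by a single size factor (1.104 and 1.115 for NBAF replicates 1 and 2, 0.772 and 1.129 for Pd(II) replicates 1 and 2), as the ratio of the deposited columns shows. The deposited fold column is the ratio of the NBAF mean to the Pd(II) mean and was inverted here so that all changes read as Pd(II) over NBAF. The deposited p-value columns hold the authors' unadjusted and adjusted values, whose column names are those of a DESeq table per the file headers; the adjusted values differed by at most 7.84e-07 from a Benjamini-Hochberg adjustment over all genes listed. Genes without a read in any library were not listed, the lowest sum over the 4 libraries being 2. Every line of the table named a gene.

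Gene symbols came from the deposited table, except *cbcL*, which is listed there as GSU0274 only and was named as in the fixed electron-transfer list. Of its 3372 genes, 3268 (96.9%) were matched by older locus tag to the RefSeq gene table of assembly ASM798v2, which gave the class of each gene, the neighbours and the coding length. Because the authors' build is not named in the sources used here, no coordinates are given. The match held 3203 protein-coding genes, 45 of 48 tRNA genes, 16 pseudogenes and 0 of 6 rRNA genes.

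The counts were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood F test (glmQLFit, glmQLFTest), after TMM normalization and filterByExpr with a minimum count of 10, which left 2097 genes and removed 1275. All 4 libraries entered 1 fit without covariates. P-values were adjusted by the Benjamini-Hochberg method and a gene was called at an adjusted p under 0.05 with no minimum fold change. CPM, the count scaled to a common library size, used the TMM-scaled library sizes, and the TMM factors were 1.215 and 1.19 for NBAF and 0.833 and 0.83 for Pd(II). The common dispersion was 0.0272, a biological coefficient of variation of 0.165. Alternatives were run with DESeq2 1.42.0 (Wald test) and limma 3.58.1 (voom). Other steps used Python 3.11.15 with scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

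The comparison, its test, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. Genes were named individually if they were the 5 highest or 5 lowest log2 fold changes among called genes with a mean CPM of at least 10 whose Pd(II) values both lay outside the NBAF range. Every called member of 2 fixed lists was also named, as were the 5 genes with the largest share of all counts. The lists held 19 genes of extracellular electron transfer and 4 genes of fumarate uptake and reduction. Gene sets by annotated product had been planned, but product descriptions were not analysed here, so sets by gene symbol or gene class took their place and were chosen after the table's columns had been seen. They covered tRNA, ribosomal protein, nuo, atp (*atpA* to *atpI*), chemotaxis, pil, cytochrome, chaperone, hydrogenase, flagellar and nif genes. The flagellar and nif sets had fewer than 5 tested genes and were not tested. The other 9 were tested with camera at an inter-gene correlation of 0.01, with fry and an estimated correlation beside it.

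Alternatives changed 1 choice at a time: median-of-ratios, upper-quartile or no composition factors, no filter on low counts, a mean CPM of at least 10, DESeq2, limma-voom, tRNA genes left out, a robust dispersion prior, stricter thresholds, the replicate number as a block, and each library left out in turn. DESeq2 was an exception: its run also used its own median-of-ratios factors and its own filter on low counts. Counts halved, a correction for coding length, a wider *atp* set and stricter thresholds for the gene lists were added after the data had been seen.

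Library totals ran from 208607 to 311537 counts, with a median of 11 to 16 counts per listed gene, so changes of weakly expressed genes were measured with little precision: the median standard error of a log2 fold change was 0.41. Where a gene had no reads in a group, the fold was computed against a floor of 3 counts over the whole group and is a lower bound. Confidence intervals of shares are exact (Clopper-Pearson, 95%). Among counts from 1 to 20, 58.2% were even, so reads were not counted independently, and intervals and floors cover counting error only and are too narrow.

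The procedure was tested on simulated data for Pd(II) against NBAF, with 3372 genes, 200 of them changed, in 5 draws. With independent reads, edgeR recovered 42% of 2-fold and 80.8% of 4-fold changes, and 3.1% of its calls were false. With reads in pairs it recovered 40.9% and 77.3%, with 5% false. DESeq2 recovered 25.2% and 66% with independent reads, with 0.8% false, and 29.1% and 66.9% with reads in pairs, with 1.6% false. Limma-voom recovered 39.2% and 73.9% with independent reads, with 3.5% false, and 42.6% and 70.2% with reads in pairs, with 4.4% false. No simulated change was called with the wrong sign. In a simulation of 20 sets over 2040 tested genes, the 1 planted set was found and 0 unchanged sets were called. This was a single draw, with sets of randomly chosen genes that varied independently of each other. It therefore cannot show how camera behaves for sets whose genes vary together.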

Results

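The transcriptome of *G. sulfurreducens* PCA was measured by RNA-seq in cells reducing Pd(II) and in cells in the fumarate medium NBAF, with 2 libraries in each group. NBAF replicates 1 and 2 held 208607 and 212025 counts, and Pd(II) replicates 1 and 2 held 209079 and 311537. Reads were found for 3160, 3186, 3085 and 3212 genes, in the same order. At these depths a floor of 3 counts corresponded to 14.38, 14.15, 14.35 and 9.63 CPM of the unscaled total. The correlation of log2 CPM across tested genes, which are not independent replicates, was 0.933 between the NBAF replicates and 0.924 between the Pd(II) replicates. Between groups it was 0.73 to 0.741. The chi-square per degree of freedom between replicate counts was 2.82 for NBAF and 2.33 for Pd(II). Because reads were not counted independently, these values do not separate differences between cultures from counting noise, and each library was used as a separate replicate because the labels list it as one. The first principal component held 76.1% of the variance and separated the groups.

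A few non-coding RNAs took a large share of the counts, and that share differed between the groups. The small RNA *ssrS* (GSUR0059) took 0.162% (95% exact interval 0.145 to 0.18) and 0.424% (0.397 to 0.453) of the counts in the NBAF libraries. In the Pd(II) libraries it took 16.488% (16.329 to 16.647) and 15.65% (15.522 to 15.778). The transfer-messenger RNA *ssrA* (GSUR031) took 16.8% and 15.3% in NBAF and 19.6% and 21.1% in Pd(II). The RNase P RNA *rnpB* (GSUR0060) took 6.51% and 8.11% in NBAF and 7.92% and 8.05% in Pd(II). Together these 3 genes held 23.5% and 23.9% of NBAF counts and 44% and 44.8% of Pd(II) counts. The share of all tRNA genes was 0.157% and 0.191% in NBAF and 0.892% and 0.838% in Pd(II). Protein-coding genes were left with 75.2% and 74.8% of the counts in NBAF and 53.3% and 52.6% in Pd(II), which is the composition difference that the TMM factors corrected for.

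**Figure D1:**
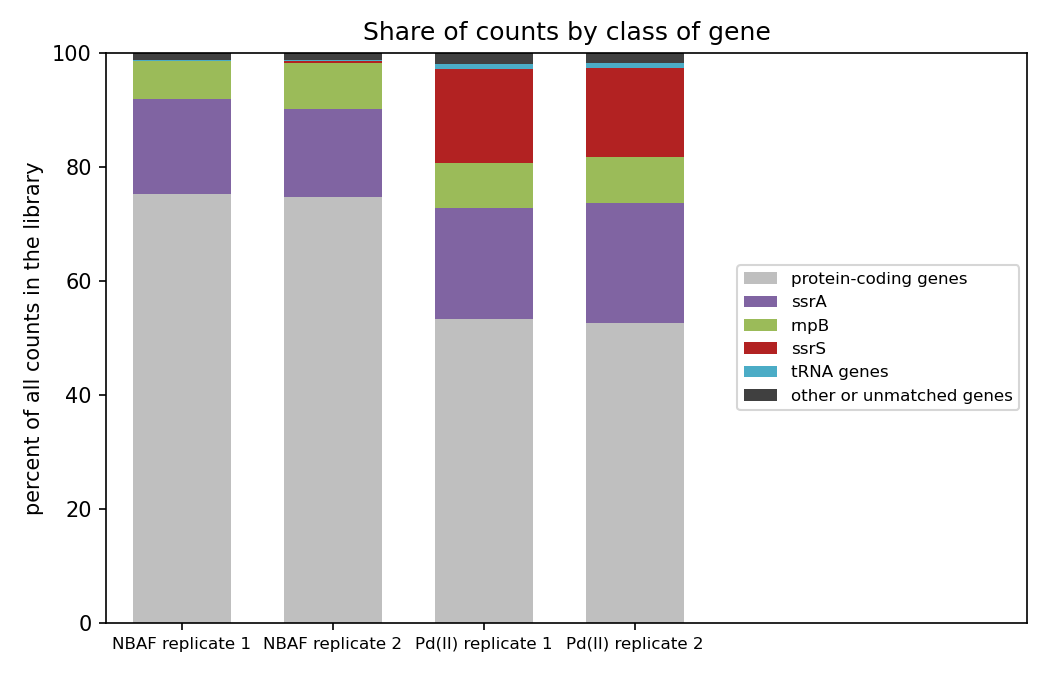
Percent of all counts in each of the 4 libraries (bars, from 0 to 100) taken by protein-coding genes, *ssrA*, *rnpB*, *ssrS*, tRNA genes and the remaining genes. The *ssrS* segment is 16.488% and 15.65% in the Pd(II) libraries and under 0.5% in both NBAF libraries.

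The comparison of Pd(II) with NBAF asked which transcripts differ in abundance when Pd(II) takes the place of fumarate as electron acceptor. Of 2097 genes tested with edgeR, 648 (30.9%) were called at an adjusted p under 0.05. Of these, 351 were higher and 297 lower in Pd(II), and 481 changed by at least 2-fold. At an unadjusted p under 0.05 there were 833 genes. The 2 Pd(II) values lay on one side of both NBAF values for 65.7% of tested genes, against 33.3% by chance. Among 2042 protein-coding genes tested, 314 were called higher and 297 lower. Among 27 tRNA genes tested, 25 were called higher and 0 lower. The DESeq2 run, with its own test, scaling and filter, moved the count most among tests on all libraries. It called 334 genes, 210 higher and 124 lower, 333 of them shared with edgeR. The split by direction rested on the scaling. With library totals alone and no correction for composition, 194 genes were called higher and 711 lower, 21.4% higher against 54.2%, because the median of all genes then moved to -0.55 on the log2 scale. With upper-quartile factors that median was -0.14, with 293 higher and 342 lower. Single libraries also moved the counts. Without Pd(II) replicate 2 there were 243 calls (163 higher, 80 lower), without Pd(II) replicate 1 there were 418 (258 and 160), without NBAF replicate 1 there were 523 (325 and 198), and without NBAF replicate 2 there were 504 (314 and 190). In these fits the lone library of a group was assumed to vary like the other group.

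The authors' deposited table held 501 genes at an adjusted p under 0.05, 308 higher and 193 lower in Pd(II), and 399 of the 501 changed by at least 2-fold (258 higher, 141 lower). Of the 501, 475 were also called by edgeR, all 475 in the same direction. The other 26 in the authors' deposited table were removed here by the filter on low counts. A total of 327 genes were called by edgeR, limma-voom, DESeq2 and in the authors' deposited table. In it, 62 genes were at 0 in both NBAF libraries and 47 at 0 in both Pd(II) libraries.

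**Figure D2:**
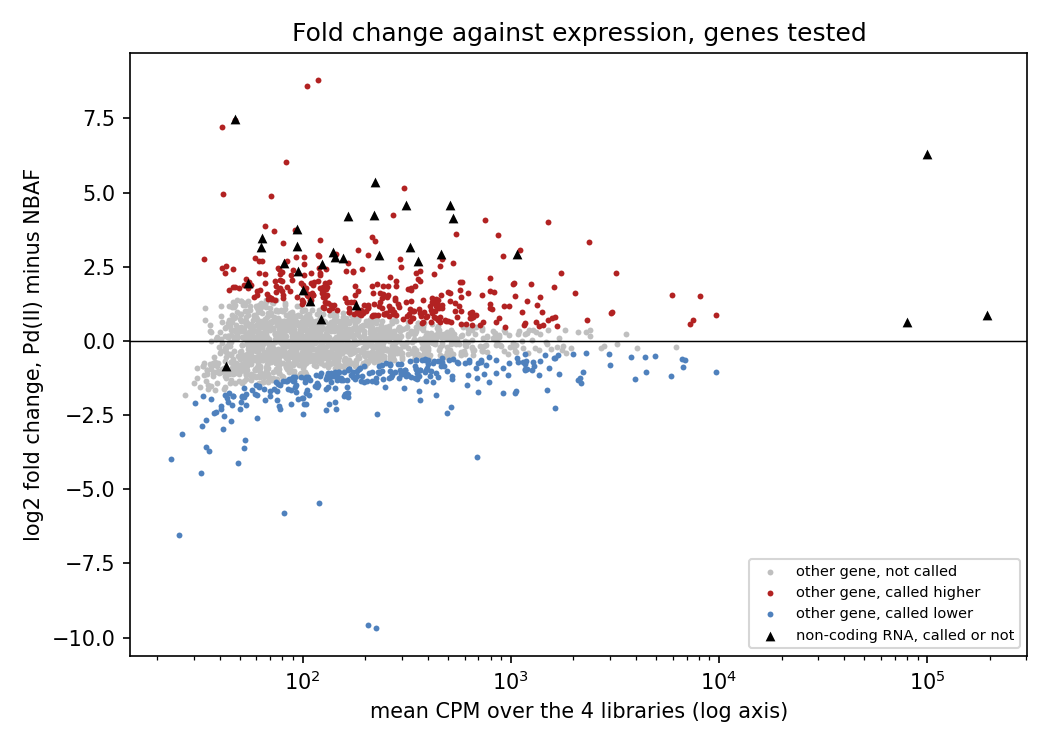
Log2 fold change, Pd(II) minus NBAF (vertical axis), against the mean CPM over the 4 libraries (horizontal log axis) for the 2097 genes tested, with called genes in color and non-coding RNAs as black triangles. Most triangles lie above 0 and *ssrS* stands at 6.29; the fitted values of genes without reads in a group depend on the prior count of the fit.

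The 5 highest genes by the fixed rule had no reads in either NBAF library. GSU3514 had 34 and 70 reads in the Pd(II) libraries, a mean of 237.7 ± 54.6 CPM (SD, n = 2), and was at least 40.2-fold higher (edgeR adjusted p 1.26e-12). *hgtR* (GSU3364) had 33 and 57 reads, 209.2 ± 22.4 CPM, and was at least 34.8-fold higher (adjusted p 1.34e-11). The tRNA gene GSUR025 had 10 and 33 reads and was at least 16.6-fold higher (adjusted p 3.75e-07). GSU2894 had 19 and 20 reads and was at least 15.1-fold higher (adjusted p 4.03e-07). *gnfR* (GSU2822) had 18 and 15 reads and was at least 12.7-fold higher (adjusted p 1.54e-06), a call that was lost without Pd(II) replicate 1. With the floor set on a single NBAF library the bounds were lower. In the order given they were 20, 17.3, 8.28, 7.51 and 6.36-fold without NBAF replicate 1, and 20.1, 17.4, 8.33, 7.56 and 6.39-fold without NBAF replicate 2. Without Pd(II) replicate 2 the bound of GSUR025 was 9.6-fold.

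The 5 lowest genes had few or no reads in the Pd(II) libraries. GSU0837 had 108 and 113 reads in NBAF, 449.7 ± 16.2 CPM (SD, n = 2), and 0 in both Pd(II) libraries, at least 63.6-fold lower (edgeR adjusted p 3.53e-18). The adjacent *rnk-2* (GSU0836) had 101 and 102 reads in NBAF and 0 in both Pd(II) libraries, at least 58.4-fold lower (adjusted p 3.79e-17). GSU2272 had 10 and 15 reads against 0 and 0, at least 7.19-fold lower (adjusted p 7.1e-05), and was no longer called without Pd(II) replicate 2. GSU0835 had 46 and 33 reads in NBAF and 0 and 1 in Pd(II), a ratio of NBAF to Pd(II) of 68.2 with an exact 95% counting interval of 11.9 to 2730 (adjusted p 2.08e-08). GSU0841 had 47 and 68 reads against 2 and 0, a ratio of 49.6 with an interval of 13.4 to 415 (adjusted p 2.14e-10). The bounds of GSU0837, *rnk-2* and GSU2272 fell to 38, 34.9 and 4.29-fold without Pd(II) replicate 1 and to 25.6, 23.5 and 2.89-fold without Pd(II) replicate 2. For GSU0835 the ratio was 40.7 without Pd(II) replicate 1, and the gene was at least 9.15-fold lower without Pd(II) replicate 2. GSU0841 was at least 19.8-fold lower without Pd(II) replicate 1, and its ratio was 20 without Pd(II) replicate 2.

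The 5 genes with the largest share of all counts were also called. *ssrS* rose from 2520 ± 1630 CPM in NBAF to 197200 ± 6678 CPM in Pd(II) (SD, n = 2), a log2 fold change of 6.29 with a standard error of 0.28, or 78.2-fold (edgeR adjusted p 1.5e-32). The gene was called in every alternative, with adjusted p from 1.51e-189 to 0.0223, the highest with the robust dispersion prior. Its NBAF replicates differed, and without NBAF replicate 2 the log2 fold change was 7.18. *ssrA* changed by 0.86 ± 0.21 (SE, log2; adjusted p 0.000902) and *rnpB* by 0.65 ± 0.20 (adjusted p 0.00711). The superoxide dismutase gene *sodA* (GSU1158) changed by 0.86 ± 0.16 (adjusted p 1.16e-05) and GSU0714 by -1.05 ± 0.16 (adjusted p 1.22e-07). With library totals alone the calls of *ssrA*, *rnpB* and *sodA* were lost, at 0.33, 0.12 and 0.33 on the log2 scale. Without Pd(II) replicate 2 the call of *rnpB* was lost at 0.64.

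Genes of extracellular electron transfer, the pili, cytochromes and other proteins that carry electrons to acceptors outside the cell, moved in both directions. Of 19 list members, 17 were listed in the deposited table and 13 were tested. Of these, 4 were called higher and 3 lower over all genes tested, and 8 were called when adjusted over the list alone, where *cbcL* (GSU0274) was added with 28 and 24 reads in NBAF and 0 and 19 in Pd(II). Across the alternatives the count over all genes tested ran from 6 to 8 and that over the list alone from 6 to 9. With library totals alone the count over all genes tested was 7, but not of the same genes. The higher calls of *ppcD* and *omcM* were then lost, so the split by direction depended on the scaling. The pilin gene *pilA-N* (GSU1496) rose from 134.4 ± 75.4 to 1608 ± 219 CPM (SD, n = 2), a log2 fold change of 3.57 with a standard error of 0.24 (edgeR adjusted p 1.27e-22), or 4.31 without NBAF replicate 2. *ppcA* (GSU0612) rose from 248.2 ± 1.03 to 647.7 ± 45 CPM, by 1.38 ± 0.23 on the log2 scale (SE; adjusted p 1.54e-06). *ppcD* (GSU1024) changed by 1.18 ± 0.31 (adjusted p 0.00208), and its call was lost without Pd(II) replicate 2, at 1.10, and with library totals alone, at 0.65. These 3 genes are among the shortest coding genes, at 216, 276 and 279 bases. The 125 tested coding genes under 300 bases had a median log2 fold change of 0.43. The smooth trend over coding length, fitted to tested coding genes, was 0.21, 0.16 and 0.16 for the 3 genes, less than that median. With this trend removed, the log2 fold changes of the 3 genes were 3.36, 1.22 and 1.02, all still called. A removal of the full 0.43 was not run. *omcM* (GSU2294) changed by 0.89 ± 0.29 (edgeR adjusted p 0.0124), while its adjusted p in the authors' deposited table was 0.058. Its call was lost with upper-quartile factors, library totals alone and DESeq2, at 0.77, 0.36 and 0.91 on the log2 scale. It was also lost without NBAF replicate 2, at 0.82, and without Pd(II) replicate 1, at 0.57.

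*omcZ* (GSU2076) fell from 1025 ± 10 to 467.5 ± 64.7 CPM (SD, n = 2), a log2 fold change of -1.12 with a standard error of 0.20 (edgeR adjusted p 3.52e-06). *omcC* (GSU2731) changed by -1.10 ± 0.27 (SE, log2; adjusted p 0.000951) and *omcB* (GSU2737) by -1.94 ± 0.49 (adjusted p 0.00119). The similarity of *omcB* and *omcC* was not measured here, and the handling of reads that match both was not given in the sources used here. Their separate values are uncertain to the extent that they share reads. The call of *omcC* was lost without Pd(II) replicate 2, at -1.04, and that of *omcB* without NBAF replicate 2, at -1.53. Without Pd(II) replicate 2 *omcB* was at -2.74 and still called. The 6 tested members that were not called lay between -1.31 and 0.40. Over the 13 tested members the median log2 fold change was 0.24 and the mean 0.10.

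All 4 genes of the fumarate list were called, also when adjusted over the list alone. The fumarate reductase genes *frdC* (GSU1176), *frdA* (GSU1177) and *frdB* (GSU1178) were lower in Pd(II). *frdA* fell from 5628 ± 52.1 to 2310 ± 46 CPM (SD, n = 2), a log2 fold change of -1.28 with a standard error of 0.16 (edgeR adjusted p 2.25e-10). *frdC* changed by -0.96 ± 0.18 (SE, log2; adjusted p 1.11e-05) and *frdB* by -1.10 ± 0.17 (adjusted p 1.68e-07). The transporter gene *dcuB* (GSU2751) went the other way, by 0.71 ± 0.16 (adjusted p 0.000268). The call of *dcuB* was lost without Pd(II) replicate 2, at 0.68, and with library totals alone, at 0.17. The median of the list was -1.03 and its mean -0.66.

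**Figure D3:**
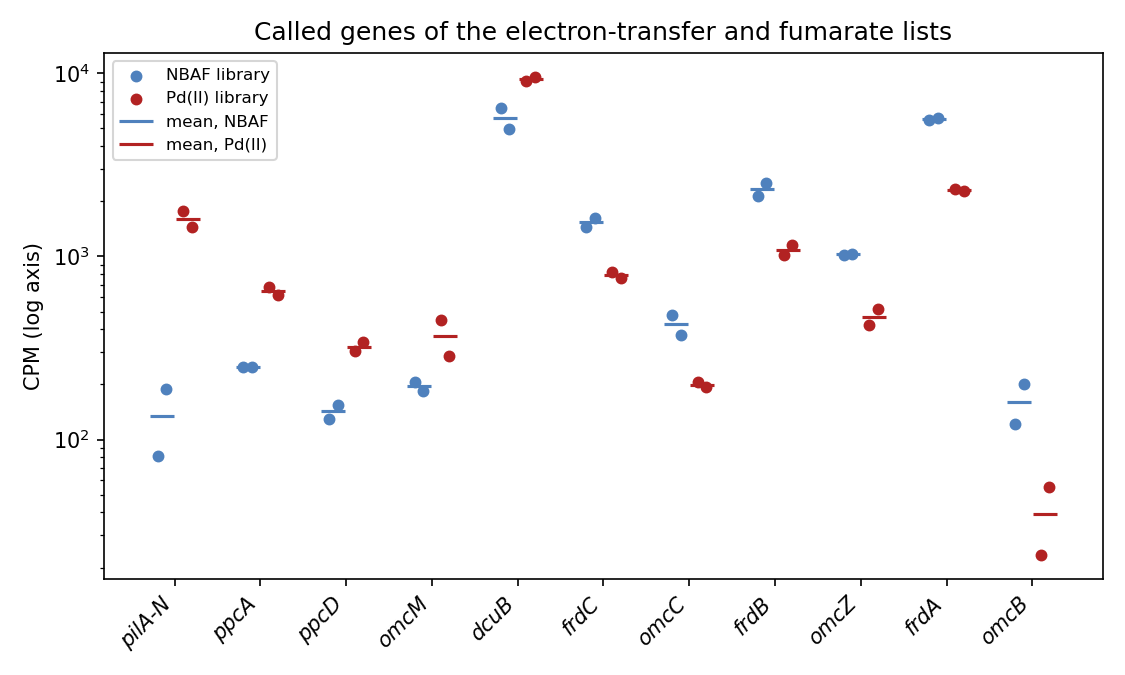
CPM on a log axis of the 11 called genes of the electron-transfer and fumarate lists, ordered by log2 fold change, with a point for each library (blue NBAF, red Pd(II)) and a line at each group mean (n = 2). The points of the groups do not overlap for any gene shown, and *pilA-N* has the widest gap, 134.4 against 1608 CPM.

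Of 9 sets by gene symbol or class, 2 were called by camera after Benjamini-Hochberg adjustment over the 9. The 27 tested tRNA genes had a median log2 fold change of 2.93 (adjusted p 1.04e-22). It was also 2.93 with the 1 gene at 0 in both NBAF libraries set to its lower bound. The 7 tested ATP synthase genes with symbols from *atpA* to *atpI* had a median of -1.17, with 4 called lower and 0 higher (adjusted p 0.0262). This set left out *atpX* (GSU0108), called lower at -1.24, and *atpZ* (GSU0336), called higher at 1.29, both noted after their values were seen. With all 9 tested *atp* genes, 5 called lower and 1 higher, the median was also -1.17 but the set was not called (camera adjusted p 0.0542). The tRNA call held under fry (adjusted p 0.0177) but not with an estimated inter-gene correlation (adjusted p 0.333). The call of the 7 *atp* genes held under neither (adjusted p 0.0556 and 0.573). It was also lost at a mean CPM of at least 10, with counts halved and without NBAF replicate 2, at medians of -0.91, -1.24 and -1.01. The hydrogenase genes (median -0.28, adjusted p 0.161) were not called, nor were the *nuo* genes (-0.64, 0.199), the named cytochromes (-0.27, 0.308), the chaperones (-0.47, 0.389), the *pil* genes (0.07, 0.389) or the chemotaxis genes (0.21, 0.939). For the 53 ribosomal protein genes the median was -0.49 and the mean -0.14, camera gave a direction down (adjusted p 0.905) and fry a direction up (adjusted p 0.764), so no direction was established.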

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

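The halving of counts, the correction for coding length, the stricter thresholds for the 2 lists and all set tests were chosen after the data had been seen. Of 407 values of the 26 named genes over 16 alternatives, 390 kept their direction and their call, 17 kept their direction and lost the call, and 0 reversed. A total of 16 of the 26 genes kept the call in every alternative that could test them. The losses were 6 with library totals alone, 5 without Pd(II) replicate 2, 2 each without Pd(II) replicate 1 and without NBAF replicate 2, and 1 each with DESeq2 and with upper-quartile factors. The log2 fold change of *pilA-N* ran from 3.04 to 4.31, that of *ssrS* from 5.76 to 7.18 and that of *frdA* from -1.82 to -1.13. No gene called by edgeR on all libraries was called in the opposite direction in any alternative.

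The 648 calls became 641 with median-of-ratios factors, 635 with upper-quartile factors, 606 without a filter, 624 at a mean CPM of at least 10, 636 with limma-voom, 660 with a robust prior, 587 with tRNA genes left out, 609 with counts halved (where 96 of the 648 were not tested) and 652 with the coding length trend removed. Library totals alone gave 905, with 194 higher and 711 lower, by construction, since the larger share of the abundant non-coding RNAs then lowers the values of other genes. DESeq2 gave 334, with 210 higher and 124 lower, and 23 of the 648 were not tested there. The cause was not tested on these data, but in simulated counts DESeq2 recovered 25.2% of 2-fold changes where edgeR recovered 42%, and with reads in pairs 29.1% against 40.9%. An adjusted p under 0.01 left 192 lower genes, by its stricter threshold. Leaving out 1 library gave 243 to 523 calls, 163 to 325 higher and 80 to 198 lower. These fits have fewer samples, and the lowest values came without Pd(II) replicate 2, the library with the largest total.

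The number of sets called was 1 at a mean CPM of at least 10, with counts halved, under fry, with all *atp* symbols in the *atp* set and with tRNA genes left out, the last because that set was removed. It was 0 with an estimated correlation. It was 1 to 2 when a library was left out, and 3 with library totals alone and with limma-voom, where the hydrogenase genes were added. Where 1 set was left, the set lost was *atp*, except with tRNA genes left out. Apart from the removed set, the cause was not tested. The count for the fumarate list was 2 at an absolute log2 fold change of at least 1, by that stricter threshold, because *frdC* and *dcuB* changed by less. The other counts for the electron-transfer and fumarate lists stayed within 1.5 times under each alternative run. The sets by annotated product were not run because product descriptions were not analysed here, and leaving out rRNA genes changed nothing because 0 were listed.

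With the replicate number as a block, 630 genes were called, 621 of them among the 648. The numbers did not pair the libraries: the differences between replicates 1 and 2 correlated at -0.024 across genes between the groups, and at 0.046 for the 1029 genes with a mean count of at least 30.

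Depth limits what a missing call means. With a median of 11 to 16 counts per gene, 1275 genes were not tested. In simulated counts, edgeR recovered 42% of 2-fold changes with independent reads and 40.9% with reads in pairs. Those counts had 200 of 3372 genes changed, against 648 called here, and lacked the composition difference between the groups. Recovery in these data may therefore differ.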

Other observations

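The tests of scaling, of a single library, of variation between libraries, of exonuclease digestion, of the 3 short electron-transfer genes, of even counts and of the GSU0835 stretch were chosen after the results were seen.

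Short non-coding RNAs were higher in the Pd(II) libraries. Besides *ssrS* at 6.29 and the tRNA genes at a median of 2.93, the signal recognition particle RNA *ffs*, chosen after its values were seen, changed by 4.60 on the log2 scale. The choice of scaling is argued against, since the lowest tRNA median over 4 scalings was 2.401, that of library totals alone. A single deviating library is also argued against, since 26 of 27 tRNA genes were higher in both Pd(II) libraries than in both NBAF libraries. A recovery of RNA that depends on length is consistent with a trend among coding genes: the log2 fold change fell with coding length (Spearman rho -0.118 across 2042 genes, which are not independent; permutation p 1e-05, the smallest that 100000 permutations can give). The 125 coding genes under 300 bases had a median of 0.43 and the 733 of 1200 or more had -0.11. Between these, the 388 genes from 300 to under 600 bases had -0.02, as had the 796 from 600 to under 1200. The shift of the medians thus lay mostly in genes under 300 bases. Among genes above the median CPM rho was -0.194. The order by length was not strict, because *ssrS*, at 182 bases, rose more than *ffs* at 99 and more than the median of the tRNA genes, at 75 to 94. The tRNA gene GSUR025, fitted at 7.485 but without NBAF reads, cannot be ranked against *ssrS*, since its rise is known only as at least 16.6-fold. *ssrA* and *rnpB*, at 356 and 368 bases, changed by 0.86 and 0.65. Replicates of a group differed less along coding length, with rho of at most 0.042 in size against -0.098 to -0.135 across groups. Variation between single libraries unrelated to the groups is argued against, since the tRNA share differed by at least 2.14 on the log2 scale between any Pd(II) and any NBAF library and by at most 0.28 between replicates. For *ssrS* these values were 5.20 and 1.39. A difference in preparation that the libraries of a group share stays open. Less complete exonuclease digestion in the Pd(II) libraries may also raise RNAs with a 5′ phosphate. It cannot be told apart from a biological difference, because 0 rRNA genes were listed. A biological difference between the acceptors or in growth stage stays open and was not tested.

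The trend with coding length was tested as an account of the rise of *pilA-N*, *ppcA* and *ppcD*. With the fitted trend removed, all 3 genes remained called and higher, which argues against that trend as the whole cause. The trend took off 0.21, 0.16 and 0.16, less than the median of 0.43 of coding genes under 300 bases. Whether *ppcD* would keep its call with the full 0.43 removed was not tested. A response of these genes to the acceptor remains a hypothesis, and effects of length that the smooth trend does not capture stay open.

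Called genes lay next to genes called in the same direction. Among 1561 adjacent pairs of tested genes, 148 were called in the same direction, against a mean of 74.2 and a highest value of 103 in 10000 shuffles of gene order (p 0.0001, the smallest these can give), which argues against chance placement. Another 53 pairs were called in opposite directions. Overlap of neighbouring genes is argued against as the whole cause. The log2 fold changes of 760 coding pairs at least 50 bases apart still correlated at 0.209, and those of 752 closer pairs at 0.315. No larger gap was tested, so reads or read pairs that span both genes stay open. Transcription as operons is a candidate explanation that was not tested. There were 11 runs of 4 or more adjacent genes called in 1 direction, 10 of them lower. Examples chosen after their values were seen are GSU2810 to GSU2815, 6 genes with a catalase gene, *ccpA* and *rbr* (median -1.40), GSU0110 to GSU0113 with 4 *atp* genes (-1.24), GSU2937 to GSU2940 with 4 *ext* genes (-1.12), and GSU2863 to GSU2866 with *rpoB*, *rplL*, *rplJ* and *rplA* (-1.20). The 1 run higher in Pd(II) was of 4 tRNA genes (2.87).

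Even counts outnumbered odd ones among low counts. Of 7330 counts from 1 to 20, 4263 (58.2%) were even, and the share was 59.8%, 57.8%, 59.6% and 55.1% in NBAF replicates 1 and 2 and Pd(II) replicates 1 and 2, each above 50% by its exact 95% interval. A count of 2 occurred 946 times, a count of 1 463 times and a count of 3 458 times. Chance is therefore argued against. A candidate explanation is that both mates of a read pair were often counted as separate reads. Genes at a mean of 4 to 20 reads varied between replicates by 1.97 times the Poisson variance in NBAF and 1.96 times in Pd(II). Simulated independent reads gave 1.0 on average over 200 draws, or 1.27 with the estimated dispersion, and simulated pairs gave 2.0 and 2.25. A larger dispersion of weakly expressed genes could also raise this variance, but not the even share. The share of odd counts shows that not all reads came in such pairs. Duplicates from PCR could add to the same excess and were not tested. With the counts halved, 609 genes were called. Of the 648, 96 were not tested then, and the other 552 were all called.

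A related pattern was a gene at 0 reads in 1 replicate and at 8 or more in the other, which occurred 51 times, 31 of them with the 0 in Pd(II) replicate 1, 2 in Pd(II) replicate 2, 11 in NBAF replicate 1 and 7 in NBAF replicate 2. Counting noise gave at most 11 such genes in 1000 Poisson draws and the common dispersion of the tested genes at most 14 in 1000 negative binomial draws, so neither accounts for 51. Draws of reads in pairs gave 85.5 on average, above the observed number; a mixture of pairs and single reads was not simulated. *cbcL*, at 0 and 19 reads in the Pd(II) libraries, is 1 of these genes. No biological explanation was tested.

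Several genes from GSU0835 to GSU0842 were near 0 in the Pd(II) libraries. GSU0842, chosen after its values were seen, kept 36 reads in Pd(II), 15 and 21, against 638 in NBAF, which argues only against a loss that reaches GSU0842. A loss of the stretch from GSU0835 to GSU0841 from the genome of the Pd(II) cultures cannot be told apart from silent genes, because its 4 listed genes had 3 reads in the Pd(II) libraries, too few to decide. The same holds for a loss of GSU0836 and GSU0837 alone, with 0 reads. A lower transcription with Pd(II) stays open and was not tested.

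The larger number of calls by edgeR than by DESeq2 was tested on simulated counts. The mean share of false calls by edgeR was at most 5.0%, with a highest single draw of 8.5%, but this rests on simulated settings with 200 of 3372 genes changed. Excess false calls by edgeR in these libraries cannot be told apart from lower recovery by DESeq2, because the true changes are unknown.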
